A study of Homo sapiens with 12 samples.

How the data were processed

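RNA was measured in C4-2 cells, a castration-resistant human prostate cancer line, and in the extracellular vesicles (EVs) that these cells release into their medium. EVs are membrane-bound particles that carry RNA and DNA out of the cell. Cells received vehicle (DMSO) or enzalutamide at 20 µM, and were sampled after 24 h. Per the labels' protocols, cell RNA was extracted with RNeasy and EV RNA from conditioned medium with ExoRNeasy, and all libraries were made with RExCuE, a protocol adapted from SmartSeq2. SmartSeq2 copies full-length polyadenylated RNA into cDNA from very small inputs and amplifies it by PCR, without molecular identifiers. The 12 libraries form 4 groups of 3: vehicle cells, enzalutamide cells, vehicle EVs and enzalutamide EVs.

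The authors deposited 1 table of raw counts, whole numbers per gene symbol for 59385 symbols with 1 column per library. The aligner, the counting program, the genome build, the annotation, the use of strand and any filter are not stated in the labels or the file, and no coordinates are given here for that reason. All 12 columns matched the titles of the 12 samples, and 0 count columns were left without a sample. The column of enzalutamide cell replicate 3 follows another naming style than the other cell columns. That may mark a separate batch of 1 library, which cannot be separated from the library itself. Because strand use and the handling of multi-mapping reads are unknown, values of overlapping genes, antisense genes, pseudogenes and multicopy families are uncertain.

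Library totals ranged from 39406771 to 75299023 counts in cells and from 13473692 to 42004592 in EVs. For the share of a single gene in a single library, 95% binomial intervals (exact, Clopper-Pearson) were computed, and a group at or under 3 counts in each of its libraries was treated as at the floor, so that a fold against it is a lower bound, computed with the TMM factors of the fit. Intervals and floors cover counting error only, since PCR copies of 1 molecule are not independent.

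Counts were analysed in R 4.3.3 with edgeR 4.0.16. In each comparison only the groups compared entered the fit, and the interaction of treatment and material was fitted on all 12 libraries. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, libraries were scaled by TMM factors, and genes were tested with the two-sided quasi-likelihood test without a replicate block. P-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Values per library and group are CPM, counts scaled to the library total, without TMM factors. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic.

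Lists of genes, among them 25 proliferation genes for the treatment effect and 13 mitochondrially encoded and 78 cytosolic ribosomal genes for EVs against cells, were written before the data were examined. They were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. P-values were adjusted within families of 9 and 4 tests. Some of the preset lists and genes are not reported here, but their tests stay in the family of 9. Numbers of genes detected were compared by exact two-sided permutation tests, which cannot give a p-value under 0.1 with 3 against 3 libraries.

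The rule for naming genes was also set before the data were examined. In each comparison it takes, among genes past the threshold with a mean log2 CPM of at least 3 in 1 group and no overlap of the groups' CPM ranges, the 5 largest changes in each direction. Where fewer than 3 genes passed, the 3 genes with the smallest p-values were named. KLK3, KLK2, TMPRSS2 and FKBP5 were reported whatever their values. Some genes picked by the rule have only clone-based symbols, and most of these are reported without the symbol. Genes holding large shares of the counts, and the genes of the library comparisons in the closing observations, were singled out after their values were seen.

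The alternatives were size factors by the median-of-ratios method, library size only, no filter, a mean CPM of at least 5, DESeq2 1.42.0, limma voom with sample quality weights, robust dispersion, a replicate block, all 12 libraries in 1 fit, thinning to the smallest library total, and leaving out each library in turn. Leaving out genes with over 1% of the counts of any library was added after the data were seen. The tests were checked on simulated counts with 200 genes changed by 3 log2 units. With the spread of the real libraries, edgeR recovered 200 of 200 in cells (30353 genes, 12 false calls), 183 of 200 in EVs (28990 genes, 8 false calls) and 188 of 200 for vehicle EVs against cells (30222 genes, 5 false calls). DESeq2 made 60 false calls in cells, 42 in EVs and 64 for EVs against cells. Apart from the changed genes, simulated libraries shared a common mean per gene, so none departed from the others as vehicle cell replicate 1 did. Recovery and false calls in the real cell libraries may therefore differ.

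Replicates of a group were compared before averaging. Chi-square per degree of freedom ranged from 35.4 to 531 over the 12 pairs within groups, so no library was a copy of another. Gene spans and gene types for the closing observations came from GENCODE v29, which may not be the annotation the authors used. Of the 59385 symbols, 37665 (63.4%) had a single locus in it, and 18944 of its 19889 protein-coding genes (95.2%) were in the table. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.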

Results

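RNA-seq counts were obtained for C4-2 prostate cancer cells and for the EVs from their medium, after 24 h with vehicle or 20 µM enzalutamide, with 3 libraries in each of the 4 groups. Vehicle cell libraries held 39406771, 65140490 and 67147199 counts and enzalutamide cell libraries 46759375, 57597033 and 75299023. Vehicle EV libraries held 42004592, 29542507 and 26117591 counts and enzalutamide EV libraries 25421769, 27725687 and 13473692. Genes with at least 1 count numbered 40819.7 ± 907 (SD, n = 3) in vehicle cells, 40418.7 ± 1147 in enzalutamide cells, 35818 ± 4146 in vehicle EVs and 40683 ± 3104 in enzalutamide EVs. Vehicle EVs had fewer detected genes than vehicle cells by a difference of -5002 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allows). Thinned to equal library totals, this difference was -2874 (p = 0.4 by the same exact test). Thinning did not even out the share of the counts taken by a few dominant genes. Under enzalutamide the difference between EVs and cells was 264.3 (p = 0.8, exact), and 3682 when thinned to equal totals (p = 0.1, exact). Enzalutamide changed the number by -401 in cells (p = 0.7, exact) and by 4865 in EVs (p = 0.2, exact).

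A small number of genes held a large share of the EV counts. IGF2R held 27.8% ± 7.0 of the counts in vehicle EVs and 19.1% ± 3.69 in enzalutamide EVs (SD, n = 3), against 0.805% ± 1.13 in vehicle cells (2.112, 0.1342 and 0.1687% in replicates 1, 2 and 3) and 0.490% ± 0.238 in enzalutamide cells (0.227 to 0.690%), so that the order of the 2 cell groups rested on vehicle replicate 1. Its highest share in a single library was 35.6% (95% binomial interval by the exact Clopper-Pearson method 35.581 to 35.610%), in vehicle EV replicate 1. ASIP held 16.8% ± 1.28 in vehicle EVs and 9.02% ± 3.31 in enzalutamide EVs, and LINGO1 held 7.60% ± 1.54 and 5.93% ± 0.908. Together the 13 genes that passed 1% of any library took 66.6% ± 9.71 of the counts in vehicle EVs and 44.2% ± 6.32 in enzalutamide EVs. The 3 vehicle EV libraries all lay above the 3 enzalutamide EV libraries, which gave the smallest p-value the exact permutation test allows (0.1). EV values scaled to the library total are therefore compressed by an amount that differs between the EV groups. In cells these 13 genes took from 0.637 to 2.07% of the counts in 5 libraries and 9.71% in vehicle replicate 1. Among the 13 are 2 genes with clone-based symbols whose highest shares, 3.263 and 1.615%, were in vehicle cell replicate 1. The 9.71% was therefore not made up of EV-dominant genes alone. In that library IGF2R, ASIP and LINGO1 held 2.112, 0.695 and 0.601%.

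**Figure D1:**
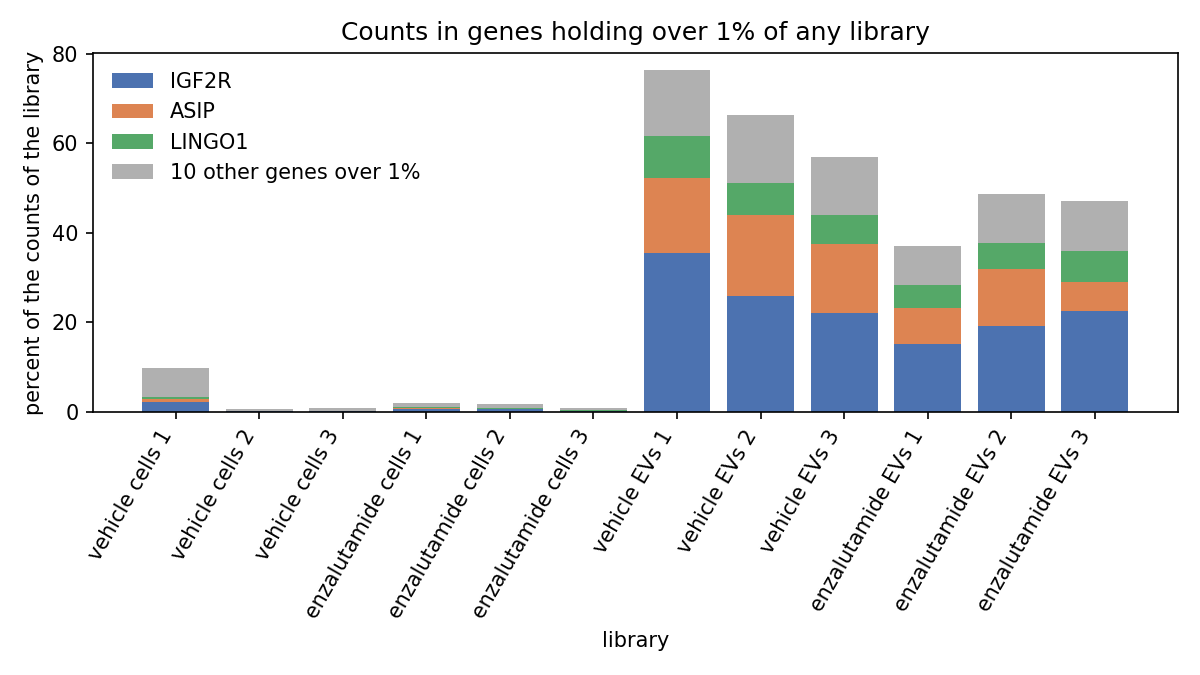
Percent of each library's counts held by IGF2R, ASIP, LINGO1 and the 10 other genes that passed 1% of any library, as stacked bars for the 12 libraries. Vehicle EV libraries reach 57.0 to 76.4% and enzalutamide EV libraries 36.97 to 48.6%, while vehicle cell replicate 1 reaches 9.71%. Part of that 9.71% comes from genes with clone-based symbols that have their highest shares in that cell library (3.263 and 1.615%).

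Replicates were compared by the rank correlation of log2 CPM across genes, which are not independent replicates. Pairs of cell libraries other than vehicle replicate 1 had rho from 0.971 to 0.986, while pairs with vehicle cell replicate 1 had 0.889 to 0.923. Pairs of EV libraries ranged from 0.755 to 0.942. Those with enzalutamide EV replicate 3 had 0.755 to 0.819, and the other EV pairs 0.848 to 0.942. Cell libraries correlated with EV libraries at 0.453 to 0.530, or at 0.606 to 0.651 for vehicle cell replicate 1.

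The comparison of enzalutamide with vehicle in cells asks how the drug changed the transcriptome of the cells. Of 31163 genes tested, 0 had an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and 622 had an unadjusted p-value under 0.05, where 1558 would be given by chance. The biological coefficient of variation was 0.485. This outcome rested on vehicle replicate 1. Without that library 133 genes were called, 24 higher and 109 lower, while leaving out any other cell library gave 0. The alternative that moved the count most was limma voom with sample quality weights, which called 209 genes, 48 higher and 161 lower. The calls made without vehicle replicate 1 and by voom shared 124 genes. The 3 genes with the smallest p-values, none of which passed in edgeR with all libraries, were TRPM8, CHAC1 and THBS1. TRPM8 went from 19.2 ± 2.03 to 2.76 ± 0.490 CPM (SD, n = 3) with a log2 fold change of -2.77 (SE 0.283), CHAC1 from 4.38 ± 1.09 to 31.7 ± 4.48 CPM with 2.88 (SE 0.327), and THBS1 from 85.8 ± 14.9 to 20.3 ± 2.10 CPM with -2.03 (SE 0.238). The edgeR adjusted p-value was 0.237 for each of them. Without vehicle replicate 1 the adjusted p-values were 9.08e-05 for TRPM8 and CHAC1 and 0.000267 for THBS1. With DESeq2 and with voom all 3 passed with all libraries.

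Preset genes were then examined in cells. KLK2 was at 157 ± 11.2 CPM with vehicle and 45.6 ± 2.22 CPM with enzalutamide (SD, n = 3), a log2 fold change of -1.74 (SE 0.234, edgeR adjusted p = 0.237). KLK3 changed by -1.42 (SE 0.314, adjusted p = 0.858), from 1473 ± 488 to 528 ± 15.8 CPM. TMPRSS2 changed by -1.65 (SE 0.408) and FKBP5 by -1.14 (SE 0.244). None of these 4 genes passed the threshold in edgeR with all libraries. With voom all 4 passed it, and with DESeq2 all but TMPRSS2. Without vehicle replicate 1 all 4 passed it in edgeR, with adjusted p-values from 0.000369 to 0.0215.

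The proliferation list did not pass in cells with all libraries (camera adjusted p = 0.525 over 9 list tests, median log2 fold change -0.06, 13 lower and 12 higher), and its outcome depended on single vehicle libraries. It was shifted down without vehicle replicate 1 (0.000331) and up without vehicle replicate 2 (0.0059) or 3 (0.0486). Over all genes tested 0 of its 25 genes passed the threshold, and adjusted over the list alone 0 did.

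The comparison of enzalutamide with vehicle in EVs asks whether EV RNA shows the drug's effect. Of 31156 genes tested, 0 had an adjusted p-value under 0.05 (edgeR, Benjamini-Hochberg), and 2062 had an unadjusted p-value under 0.05, where 1558 would be given by chance. The alternative that moved the count most was the omission of the filter on low counts, which called 1020 genes, 564 higher and 456 lower. The direction of the calls depended on the scaling and the test. Scaling by library size alone called 194 genes, 183 of them higher, with the median of all genes at 1.27 log2 units, while voom called 307, of which 306 were lower, with the median at 0.08. The 3 genes with the smallest p-values, none of which passed in the edgeR fit with the filter and TMM, were TNS1-AS1, CTD-2197I11.1 and PSG11, with log2 fold changes of -3.85 (SE 0.637), -3.18 (SE 0.547) and -3.12 (SE 0.538) and an edgeR adjusted p-value of 0.409 each. All 3 passed with DESeq2, with voom and without the filter, where the adjusted p-values were 4.88e-12, 3.53e-08 and 2.05e-08. They fell from 48.3 ± 7.99 to 10.5 ± 7.03 CPM, from 16.1 ± 2.62 to 5.37 ± 2.92 CPM and from 21.2 ± 1.84 to 7.90 ± 2.34 CPM (SD, n = 3). TNS1-AS1 is antisense by its name, so its counts are uncertain.

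The preset genes KLK3 and KLK2 were at low levels in EVs. KLK3 was at 5.76 ± 4.60 CPM in vehicle EVs and 5.49 ± 1.74 CPM in enzalutamide EVs (SD, n = 3), with 23 to 273 counts per library. KLK2 was at 1.41 ± 0.779 and 4.89 ± 1.03 CPM, with 28 to 148 counts. Log2 fold changes were -1.05 for KLK3 (SE 0.722), 0.52 for KLK2 (SE 0.599), 0.42 for TMPRSS2 (SE 0.586) and -0.26 for FKBP5 (SE 0.316), and the smallest edgeR adjusted p-value among them was 0.909. Scaled by library size alone, FKBP5 had a positive change of 0.97, and TMPRSS2 was negative (-0.45) without enzalutamide EV replicate 3. KLK3 ran from -1.69 to -0.095 across the fits without 1 library. The proliferation list did not pass in EVs either (camera adjusted p = 0.683).

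Whether the effect of enzalutamide differed between EVs and cells was tested by the interaction in a fit of all 12 libraries. Of 37468 genes, 0 had an adjusted p-value under 0.05 (edgeR, Benjamini-Hochberg) and 2445 had an unadjusted p-value under 0.05, against 1873 by chance. The largest move was to 99 genes by voom, 17 higher and 82 lower. The 3 genes with the smallest p-values were TRPM8 with a log2 interaction of 3.03 (SE 0.556), KLK2 with 2.17 (SE 0.449) and YPEL1 with -2.77 (SE 0.598), each with an edgeR adjusted p-value of 0.760, so none passed in edgeR. TRPM8 and YPEL1 passed with voom (0.043 each), and KLK2 (0.0307) and YPEL1 with DESeq2, which tested 5437 genes. Among the other preset genes the interaction was 1.93 for TMPRSS2 (SE 0.772), 0.79 for FKBP5 (SE 0.437) and 0.27 for KLK3 (SE 0.871). The sign of KLK3 changed without enzalutamide EV replicate 3 (-0.34) or vehicle EV replicate 1 (-0.23), and with voom (-0.34). The proliferation list did not pass (camera adjusted p = 0.286), although it was shifted down without vehicle cell replicate 2 (0.00495) or 3 (0.0162).

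The design sets EV RNA beside the cells it came from, and the agreement of the 2 materials was measured. Log2 fold changes with enzalutamide in cells and in EVs had a Spearman rho of 0.0918 and a Pearson r of 0.0621 across the 25903 genes tested in both, which are not independent replicates. Without vehicle cell replicate 1 rho was -0.0111, without enzalutamide EV replicate 3 it was -0.0597, and over genes with a mean CPM of at least 5 it was 0.159. No gene passed the threshold in cells, so genes with an unadjusted p-value under 0.05 in cells were followed, a choice made after the data were seen. Of 547 such genes 261 (47.7%) had the same sign in EVs, within the range of 10000 random sets matched on EV expression (median 49.5%, central 95% from 45.3 to 53.6%). Group means of log2 CPM correlated between cells and EVs with rho 0.563 and r 0.544 under vehicle and rho 0.529 and r 0.503 under enzalutamide, over 37468 genes. Without a filter on low counts the first of these was 0.756.

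EVs differed from cells in a large share of the genes. Under vehicle 18077 of 31406 genes (57.6%) had an adjusted p-value under 0.05 (edgeR, Benjamini-Hochberg), 7567 higher and 10510 lower in EVs. Under enzalutamide 24711 of 33301 (74.2%) did, 13402 higher and 11309 lower. The alternative that moved the first count by the largest ratio was a mean CPM of at least 5, under which 10234 of 15294 genes passed. Scaling by library size alone called 12825 genes under vehicle, 1478 higher and 11347 lower, so that 11.5% of the calls were higher against 41.9% with TMM scaling, and it moved the median of all genes from -0.06 to -1.12 log2 units. Changes are given relative to the TMM scaling. Without vehicle cell replicate 1, 24465 genes passed, 12259 higher and 12206 lower.

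Under vehicle the genes with the largest rise in EVs were NGB, USP9YP34, USP9YP6, LINC02425 and a gene with a clone-based symbol. NGB was at 0.133 ± 0.0903 CPM in cells and 74.3 ± 6.56 CPM in EVs (SD, n = 3), a log2 fold change of 10.67 (SE 0.925, edgeR adjusted p = 0.000161). The log2 fold changes of the other 4 lay between 8.92 and 10.57 for USP9YP34, with adjusted p-values of at most 0.000997 for LINC02425. LINC02425 had 5, 0 and 0 counts in the cell libraries, so that without vehicle cell replicate 1 its fold is only a lower bound. The log2 fold change of the gene with a clone-based symbol ran from 8.27 to 10.98 across the fits without 1 library. The lowest value of LINC02425 in these fits was 8.41. USP9YP34 and USP9YP6 are pseudogenes of 1 family with nearly equal values (44.3 ± 7.53 and 45.8 ± 7.43 CPM in EVs), and their counts are uncertain. The 5 genes with the largest fall, PBDC1, MT-TR, CTC-250I14.6 and another 2 with clone-based symbols, were at or under 3 counts in each vehicle EV library, so that only lower bounds could be given. With TMM scaling MT-TR was at least 81.5-fold lower than in cells and PBDC1 at least 72-fold, and the bounds of all 5 ran from 69.6 to 86. With the cell mean taken without vehicle replicate 1 they were 34 for MT-TR and 88.9 for PBDC1, and ran from 34 to 99.4. By library size alone the bounds were higher, 226 for MT-TR and 189 for PBDC1. In vehicle cells PBDC1 was at 18.1 ± 6.71 CPM, and MT-TR at 21.7 ± 22.99 CPM, a spread larger than its mean. Under enzalutamide the largest rises were at least 702-fold for MIR6724-1 and MIR6724-3, 697-fold for MIR6724-2, 501-fold for SPATA31A3 and 305-fold for SPATA31A7 with TMM scaling, all against cells at or under 3 counts. These belong to multicopy families and are uncertain. All 5 were highest in enzalutamide EV replicate 3, as for SPATA31A3 with 5.19, 4.83 and 59.7 CPM in the 3 EV libraries. With the EV mean taken without that library the bounds were 273 for MIR6724-1 and MIR6724-3, 272 for MIR6724-2, 73.9 for SPATA31A3 and 76.8 for SPATA31A7. The largest falls were at least 161-fold for VTRNA1-3 and at least 128-fold for MIR3655, and the bounds of the other 3 genes, with clone-based symbols, ran from 111 to 271. VTRNA1-3 and MIR3655 are genes of short RNAs by their symbols, while the protocol copies polyadenylated RNA and strand use is unknown. Their counts may come from overlapping transcripts and need not measure the short RNAs. The same limit holds for MT-TR and the MIR6724 genes.

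The preset genes were lower in EVs than in cells under both treatments. Under vehicle the log2 fold changes were -6.97 for KLK3 (SE 0.930), -5.63 for KLK2 (SE 0.392), -4.39 for TMPRSS2 (SE 0.565) and -1.82 for FKBP5 (SE 0.329), with edgeR adjusted p-values of at most 0.00238. Under enzalutamide they ranged from -1.01 for FKBP5 (SE 0.291, adjusted p = 0.0111) to -6.68 for KLK3 (SE 0.585, adjusted p = 3.79e-05). FKBP5 lost its call under library size alone and after thinning with enzalutamide, and over genes with a mean CPM of at least 5 with either treatment.

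Mitochondrially encoded and ribosomal protein genes held smaller shares of the counts in EVs than in cells. The 13 mitochondrial genes held 2.10% ± 1.14 of the counts in vehicle cells and 1.77% ± 0.180 in enzalutamide cells, against 0.00438% ± 0.00253 and 0.00484% ± 0.00236 in EVs (SD, n = 3). The 78 ribosomal protein genes held 2.87% ± 0.979 and 2.76% ± 0.413 in cells against 0.0185% ± 0.00883 and 0.0308% ± 0.00385 in EVs. All members of both lists were lower and past the threshold over all genes and adjusted over the list alone under both treatments. Their median log2 fold changes were -7.82 and -6.43 under vehicle and -8.43 and -7.32 under enzalutamide, with 0 genes at the floor of 3 counts. Camera gave adjusted p-values of 6.59e-08 and 4.73e-23 under vehicle and 9.49e-08 and 1.30e-23 under enzalutamide. The calls held under fry (at most 0.000109), but not under an estimated inter-gene correlation (0.142 for the mitochondrial and 0.122 for the ribosomal list).

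Counts were also set against the length of the genes, with spans from GENCODE v29. Across protein-coding genes with at least 10 counts, the rank correlation of counts with gene span, introns included, was 0.536 to 0.864 in EV libraries, 0.0346 to 0.101 in 5 cell libraries and 0.292 in vehicle cell replicate 1. Genes of 10 to 100 kb were then grouped by their mean CPM in those 5 cell libraries. Genes of 0.1 to 1 CPM numbered 1969 and genes of 10 to 100 CPM 4682. Between these groups the median count density rose 65.4 to 112 times in the 5 cell libraries and 1.36 to 1.67 times in the 6 EV libraries. In the 1044 genes over 100 CPM it was higher again in every library. There it was 0.0624 to 0.434 CPM per kb in EV libraries and 5.33 to 5.92 in the 5 cell libraries.

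**Figure D2:**
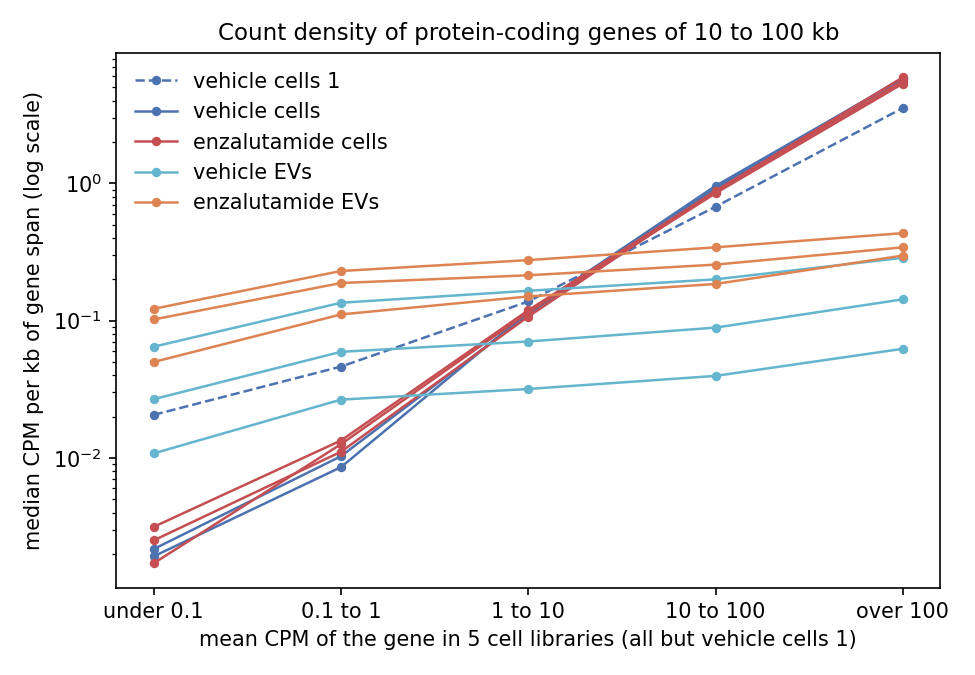
Median CPM per kb of gene span, on a log scale, of protein-coding genes of 10 to 100 kb, against the mean CPM of the genes in 5 cell libraries, with 1 line per library. The EV lines rise 1.36 to 1.67 times from the group of 0.1 to 1 CPM to the group of 10 to 100 CPM, vehicle cell replicate 1 (dashed) rises 14.6 times and the other cell libraries 65.4 to 112 times, in part because the groups were formed on those cell libraries.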

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

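The tests on KLK2 in this part were chosen after the result was seen. KLK2 was singled out on CPM scaled with the TMM factors of the fit of all 12 libraries. On that scale every enzalutamide cell library lay below every vehicle cell library, and every enzalutamide EV library above every vehicle EV library. Without these factors the EV values were 0.667, 1.35 and 2.22 CPM with vehicle and 5.63, 5.34 and 3.71 CPM with enzalutamide, from 28 to 148 counts per library. In cells they were 149 to 169 CPM with vehicle and 43.5 to 47.9 CPM with enzalutamide. TRPM8 separated in the same directions without these factors, but was not flagged. Its values were 1.02, 3.32 and 6.20 CPM in vehicle EVs and 14.4, 7.68 and 7.57 CPM in enzalutamide EVs. The log2 interaction of KLK2 was 2.1744 with an edgeR adjusted p of 0.760, so the difference failed the correction over all genes. Adjusted p-values over the alternatives that kept all libraries ran from 0.0307 with DESeq2, which tested 5437 genes, to 1. Over the fits without 1 library they ran from 0.278 to 0.986. The log2 interaction was 3.58 with scaling by library size alone, 2.49 after thinning all 12 libraries to the smallest total (adjusted p = 0.812) and 2.24 without vehicle cell replicate 1. It stayed above 0 in all 3, but for 1 gene that fails the correction this decides none of them. In the fit of EVs alone the change was 0.52 (adjusted p = 0.982), and the CPM values of EVs shift upward with enzalutamide for most genes, by a median of 1.27 log2 units under library size alone. The rise of KLK2 in EVs may therefore be part of that shift. In the fit of cells alone the change was -1.74. A biological difference in how enzalutamide affects RNA in EVs and in cells stays open and was not tested further.

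Over all genes, 22 of 30 relabellings of treatment within the materials, the real one included, gave at least as many genes with an unadjusted interaction p under 0.05 as the 2445 observed. The number of genes therefore gives no evidence of a difference beyond the grouping of the libraries, and the result for KLK2 rests on a single gene. That gene was preset by name and was also among the 3 with the smallest interaction p-values, none of which passed in edgeR.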

How the results depend on the processing

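Enzalutamide calls in cells numbered 0 with all libraries, 2 without a filter, 96 with DESeq2 (13 higher, 83 lower) and 209 with voom (48 higher, 161 lower), and from 0 to 133 across the 6 fits that each left out one library, where 133 came without vehicle replicate 1. DESeq2, voom and the fit without vehicle replicate 1 shared 74 genes. In simulated data with the same spread DESeq2 made 60 false calls and voom 9. No simulated library departed as vehicle replicate 1 did, so these numbers may not hold for the real libraries. The other 8 alternatives that kept all libraries gave 0, with 425 to 1223 genes at an unadjusted p under 0.05. The cause of the higher counts with DESeq2 and voom was not tested; voom lowers the weight of libraries far from the others.

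In EVs the count was 0 in the fits without one library and under 6 alternatives (median-of-ratios scaling, a mean CPM of at least 5, robust dispersion, the replicate block, all 12 libraries in 1 fit, and genes over 1% left out), against 194 under library size only (183 higher), 42 under the same scaling with genes over 1% of any library left out, 1020 without a filter (929 of them genes that the filter keeps), 481 with DESeq2 (474 lower) and 307 with voom (306 lower). DESeq2 tested 4509 genes here and voom 31156, so their counts do not share a base. DESeq2 and voom shared 253 genes, and library size only shared 17 with DESeq2 and 2 with voom. Leaving out the genes over 1% accounts for part of the calls under library size; the cause of the others was not tested. The interaction gave 0 genes in each fit without one library and under the other 7 alternatives. It gave 38 with DESeq2 (36 lower, 5437 genes tested) and 99 with voom (82 lower, 37468 tested). The cause was not tested.

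EVs against cells under vehicle gave 10234 genes with a mean CPM of at least 5, where 15294 were tested, and 13276 to 24465 across the fits without one library, the highest without vehicle cell replicate 1. Under enzalutamide these values were 13406 (18172 tested) and 21971 to 30058, the highest without enzalutamide EV replicate 3. The split into higher and lower genes moved from 41.9 to 11.5% higher under library size only with vehicle, and from 54.2 to 57.5% with enzalutamide. The other alternatives that kept all libraries stayed within 1.5 times of the counts of 18077 and 24711.

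Single genes reversed as follows; none was past the threshold in either direction. In EVs FKBP5 was 0.97 under library size only and 0.32 with genes over 1% left out as well, and TMPRSS2 ran from -0.45 to 0.76 across the fits without one library. In the interaction KLK3 was -0.34 with voom and -0.34 to 1.19 without one library. The cause was not tested. Among the other single genes 29 results became stronger and 4 weaker, and 7 became stronger without one library, all 7 without vehicle cell replicate 1. The 4 weaker ones were FKBP5 in EVs against cells.

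Whether the replicate numbers pair the libraries was not settled. No pair of groups had all 3 correlations of same-numbered deviations over 0.1 (in cells 0.300, -0.230 and 0.550). Libraries of different numbers were not compared in this way, so pairing is not excluded. The design text of the series calls the EVs matching to the cells. With the replicate block 0 genes were called in cells, EVs and the interaction, and 17442 and 23356 for EVs against cells.

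The proliferation list ran from 0.000331 to 0.995 in cells and 0.00495 to 0.456 in the interaction across the fits without one library. The values under 0.05 came without a vehicle cell library, and the highest in cells without enzalutamide cell replicate 3. With the estimated correlation the mitochondrial (0.142 in both treatments) and ribosomal (0.122 in both) lists no longer passed for EVs against cells.

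Differences in detected genes ran from -804.83 to 258.33 in cells and from -1138.7 to 1931.8 for EVs against cells under enzalutamide across the fits without one library, and kept their direction in the other comparisons. The rho of fold changes between cells and EVs was 0.159 with a mean CPM of at least 5 and -0.0597 to 0.144 without one library. The rho of expression was 0.756 without a filter and 0.546 to 0.635 without one library. In EVs KLK2 had 28 to 148 counts per library. Whether depth limits the enzalutamide comparison in EVs for genes at such levels was not tested.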

Other observations

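The tests on cell RNA, on vehicle cell replicate 1 as an enzalutamide sample, on its depth and on its unexpressed genes were chosen after the result was seen, and the test on genes nearly absent from EVs after the other values of that library were seen. The 5 gene-level comparisons were each set against other splits of the libraries. In cells 7 of the 10 splits, the real one included, gave at least as many genes with an unadjusted p under 0.05 as the 622 observed, and the split that put vehicle replicate 1 with enzalutamide replicates 1 and 2 gave 5635. In EVs 3 of 10 did. For EVs against cells 1 of the 10 splits, the real one, gave as many genes with an adjusted p under 0.05 under vehicle, and 1 of 10 under enzalutamide, and the other splits gave 0. With 3 against 3 libraries a share under 0.1 cannot be reached.

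Under vehicle 57.6% of the genes tested differed between EVs and cells, and the counts in EVs rose with gene span. The share fell under library size only (12825 of 31406) and without the filter (18924 of 50730). It fell without vehicle cell replicate 2 (14098 of 34184) or 3 (13276 of 34156). It also fell without vehicle EV replicate 1 (17494 of 34563), 2 (15222 of 34044) or 3 (15545 of 32989). Without vehicle cell replicate 1 it rose (24465 of 33806). Without the genes over 1% 18344 genes were called, and after thinning 16131. The tables therefore argue against a few dominant genes as the whole cause, and against unequal library totals. They argue against cell mRNA as the only source of EV counts, since the lowest EV rank correlation with span was 0.536 and the highest in a cell library 0.292. They argue against cell RNA in proportion to its level in the counts of the cell libraries. EV count density rose at most 1.67 times between genes of 0.1 to 1 and of 10 to 100 CPM. The 5 cell libraries rose 65.4 to 112 times there. EV density rose further in genes over 100 CPM. From 0.1 to 1 CPM to over 100 CPM, enzalutamide EV replicate 3 went from 0.111 to 0.298 CPM per kb. Enzalutamide cell replicate 3 went from 0.0111 to 5.92. Genes were grouped by all their counts in the cell libraries, and unspliced RNA was not measured apart. The grouping therefore does not test unspliced RNA in proportion to its own level. Unspliced cell RNA as the only source needs almost no counts in genes the cells do not express, but the ratio of count density between 451 unexpressed and 5726 expressed genes had a median of 0.2885 over the EV libraries. Genomic DNA in the EV libraries is a candidate explanation that stays open. As the only source it should give a ratio of at least 0.5, a limit set before the ratio was measured, and the lowest EV ratio was 0.243 and the highest 0.374. Unexpressed genes were shorter (median span 15 against 34.7 kb for genes of 10 to 100 CPM) and may differ in how well reads map, and a mixture of DNA with cell RNA could give such a ratio, so the ratio does not exclude DNA. By the limit alone DNA as the only source would be argued against, and to leave it open was decided after the ratio was seen. Reads from bovine serum in the medium and priming at A-rich stretches within introns were not tested, since both need the reads. For the same reason it was not tested whether the counts of IGF2R, ASIP and LINGO1 are reads stacked at repeats. Cell RNA was extracted with RNeasy and EV RNA with ExoRNeasy, so an effect of extraction cannot be separated from the material under either treatment. A biological selection of RNA into EVs also stays open.

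More genes were called in EVs under library size scaling than under TMM, 194 against 0. A few genes taking a large share of the counts may be part of the cause, since 42 were called once the genes over 1% were left out.

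Vehicle cell replicate 1 departed from the other vehicle cell libraries in both directions. Of 11829 genes with at least 10 CPM in replicates 2 and 3, 32.1% were under 1 in 2 of their mean in replicate 1, while 0.00845% were so between replicates 2 and 3. SLC45A3 lay at 1.17 log2 units from the others; this gene was picked after its values were seen. Admixture of EV-like material as the whole cause is argued against by genes nearly absent from EVs, which it lowers by one factor whatever its share. Of 1498 expressed genes under 1 in 20 of their cell CPM in each EV library, 42% were at least 2-fold off their own median ratio of replicate 1 to replicates 2 and 3, against 0.801% between replicates 2 and 3, and 34.2% were higher in replicate 1. Lower depth is argued against, as 33.8% of the genes were at least 2-fold off after thinning to the total of that library. A swapped enzalutamide sample is argued against by KLK3, KLK2, TMPRSS2 and FKBP5, whose median lay 1.12 log2 units above the enzalutamide mean, against 1.54 and 1.56 in the other vehicle libraries. What lowered these genes stays open, with RNA quality, culture and library preparation untested.

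In genes that the other cell libraries do not express, vehicle cell replicate 1 had a median of 0.0206 CPM per kb, against 0.00163 to 0.00290 in the other 5 cell libraries with the genes chosen in each case without the library measured. Admixture of material like the EV libraries is a possible explanation of this part. The density in replicate 1 correlated with the EV mean across these genes at 0.389, and the highest of the other 5, chosen in the same way, was 0.358. The share needed ran from 17.5 to 110% by the unexpressed genes, depending on the EV library taken as source, and from 7.28 to 13.8% by the median of the 6 dominant genes, so these values leave it open. No biological explanation was tested, because the design names no difference between this library and its replicates.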
